A study of Mus musculus with 4 samples. Its data were reported in "S100a4 upregulation in Pik3caH1047R;Trp53R270H;MMTV-Cre-driven mammary tumors promotes metastasis" (2019).

How the data were processed

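The data were RNA sequencing (RNA-seq) profiles of 4 mouse mammary tumor cell lines, 1 library per line. The lines derive from a primary mammary tumor with lung metastasis of a mouse carrying activated Pik3ca and mutant Trp53 in cells expressing Cre recombinase from the MMTV promoter. The control group held the parental line and a line carrying the vector control. The knockout group held a line edited in exon 3 of S100a4 and a line edited in exon 2, each made with a lentivirus expressing Cas9 and a guide RNA. Groups were taken from the sample titles. Replicate numbers followed the order of deposition and pair nothing. The titles name the cells 307 in 3 libraries and 308 in the exon 2 knockout, while the study describes a single starting line. The labels name a stranded total RNA library kit, and the study's methods name an RNA preparation kit from the same maker without those words. No label gives a batch.

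The authors deposited a table of reads per kilobase of gene length, scaled to the total of reads in each library (RPKM), with 1 column per library and no log scale, rounding or scaling between libraries. The table holds 21090 genes, of which 15405 were above 0 in at least 1 library and 5685 were listed at 0 in all 4. All 4 columns of per-sample values were matched to a library by the label, and 0 columns were left unmatched. The aligner, gene model and counting rule behind the table are not stated. The study aligned reads to GRCm38 with GSNAP to count indels at the guide sites. Those read-level indel counts were not analysed here.

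An RPKM value is a read count divided by a gene length and by a library total, so whole reads were sought in the ratios between libraries. The relative depth of each library was found from genes with few reads (between 226 and 303 genes per library), and the 4 values of each gene were then brought to whole reads. With a tolerance of 0.001 reads, 100% of the genes above 0 came out whole in all 4 libraries. The gene lengths that follow were whole numbers for 99.9% of genes. Among 10779 genes with mean RPKM of at least 1 and a coding sequence in GENCODE M21 (GRCm38), 60.7% had a length equal to an annotated coding length. The median ratio of length to the union of coding exons was 1, and to the union of all exons 0.344. The RPKM values thus scale with coding length, and whether reads in untranslated regions were counted is not stated. The total behind each RPKM column was 31235456 for the parental line, 25396254 for the vector control, 23474246 for the exon 3 knockout and 22472024 for the exon 2 knockout. The absolute scale of reads and totals rests on the annotated lengths. Symbols of 20986 genes (99.5%) were matched to GENCODE M21 directly or through an older symbol in RefSeq.

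Values were analysed as log2(RPKM + 1), so a log2 change understates the change of genes with low RPKM. Genes with mean RPKM of at least 1 over the 4 libraries were tested (10871 genes). The main test was limma (version 3.58.1, R version 4.3.3) with an intensity trend, comparing the 2 knockouts with the 2 controls without covariates, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Adjusted p-values below are from this test unless another is named, and SE is its moderated standard error. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333, so no single value can pass 0.05 in that test. Genes at least 2-fold apart in each of the 4 knockout and control pairs were counted beside the test, and counted again in the other splits of the 4 libraries into 2 and 2. Gene lists were fixed before the data were examined: the genes the study names, epithelial, mesenchymal and proliferation genes, and the S100 family. The median change of a list was placed among 10000 random lists of the same size matched on mean expression, and again among lists matched on expression, GC content and length, each gene being replaced by 1 of its 200 nearest. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

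Named genes were chosen by a rule set before the data were examined. These were S100a4, the genes the study names (in full where at least 2-fold apart in all 4 pairs or where the direction went against the one named, the rest as counts), the 5 genes that rose and the 5 that fell by the most in their smallest change over the 4 pairs, and the members of the S100 family with mean RPKM of at least 1. Of the genes so selected, 1 is not reported here by itself and enters only the counts and medians of its list.

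Alternatives set before the data were examined were a pseudocount of 0.1, scaling by the median ratio, quantile normalization, no filter, a filter at mean RPKM of at least 5, limma without a trend or with a robust prior, 3-fold in place of 2-fold, rank correlation, an exchange of controls and leaving out each library in turn. Alternatives chosen after seeing the data were a correction of each library for coding GC content (lowess with a span of 0.3), the same followed by a correction for coding length, limma voom on the recovered reads, and the mesenchymal list without the genes the study named lower. GC content of the coding sequence was known for 10779 of the tested genes (99.2%), and genes without a value were corrected for length alone. Only limma was used as a model across genes, since the deposited unit is RPKM.

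The reads assigned to genes numbered 20410762 in the parental line, 17015124 in the vector control, 15609660 in the exon 3 knockout and 14611678 in the exon 2 knockout. The smallest share these depths can show, 3 reads of the total, was 0.147, 0.176, 0.192 and 0.205 RPM in the same order, where RPM are reads scaled to the total of reads in genes and not divided by length. Confidence intervals (95%, Wilson) and these floors cover counting error only, since reads copied by PCR are not independent molecules.

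The calculation was tested on simulated reads with known changes. Reads were recovered up to a common factor per gene for 100% of 14787 simulated genes. The step that sets this factor from annotated lengths was not simulated. Of 200 genes changed 4-fold, 199 passed the filter among 10930 genes tested. limma called 98.5% of them in the right direction, and 17 unchanged genes were called (7.98% of calls). The simulation used the same number of libraries and had no trend along GC content. It gave every gene the same spread between libraries and left genes with few reads unchanged.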

Results

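RNA-seq was used to profile 4 mouse mammary tumor cell lines, with 1 library each. The parental line and its vector control line (n = 2 controls) carried no guide RNA against S100a4. The other 2 lines (n = 2 knockouts) had been edited with Cas9 and a guide RNA against S100a4, a gene for a small calcium-binding protein. Values are RPKM, reads per kilobase of gene length scaled to the total of reads in each library, as deposited by the authors. Reads in genes numbered 20410762 in the parental line, 17015124 in the vector control, 15609660 in the exon 3 knockout and 14611678 in the exon 2 knockout. Between 65% and 67% of the total behind each library's RPKM fell in genes. The number of genes above 0 was 14195 in the parental line, 14214 in the vector control, 13780 in the exon 3 knockout and 13469 in the exon 2 knockout. The 10 most abundant genes took 8.61% of the RPKM total in the parental line, 9.39% in the vector control, 12.05% in the exon 3 knockout and 9.68% in the exon 2 knockout. The gene with the highest RPKM was Lgals1 in both controls (9171 in the parental line and 12171 in the vector control) and Fth1 in both knockouts (19957 for exon 3 and 10283 for exon 2).

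The edited gene was examined first. S100a4 lies on the plus strand of chromosome 3 from 90603771 to 90606045 (GRCm38) and has 3 exons, with a coding length of 306 bases. The exon 2 guide, GCTCAAGGAGCTACTGACC, matched chromosome 3 from 90605110 to 90605128 on the plus strand, inside the coding part of exon 2. The exon 3 guide, GACAATGAAGTTGACTTCC, matched chromosome 3 from 90605797 to 90605815 on the plus strand, inside the coding part of exon 3. Both sites are followed in the genome by AGG. S100a4 RPKM was 3576 in the parental line (95% Wilson interval 3538 to 3614, 34177 reads) and 4741 in the vector control (4693 to 4789, 36842 reads). It was 1136 in the exon 3 knockout (1111 to 1160, 8157 reads) and 1105 in the exon 2 knockout (1080 to 1130, 7598 reads). S100a4 transcripts therefore remained in both knockouts, at 27.3% and 26.6% of the control mean, and the gene ranked 38 and 40 by RPKM there against 4 and 5 in the controls. The mean was 4158 ± 824 (SD, n = 2) in the controls and 1120 ± 21.7 (SD, n = 2) in the knockouts, and the intervals of the knockouts did not reach those of the controls. The log2 change was -1.88 (SE 0.311), with an adjusted p of 0.0731 in limma. The exact permutation test gave a two-sided p of 0.333, the smallest that 2 libraries against 2 allow. Quantile normalization moved the log2 change most, to -2.18 with an adjusted p of 0.0391 in limma. The adjusted p in limma was 0.0891 with a pseudocount of 0.1 and 0.253 after the GC and length correction. It lay between these values after median ratio scaling, after the GC correction and with voom. RPKM counts transcripts and does not show whether they carry an edit.

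**Figure D1:**
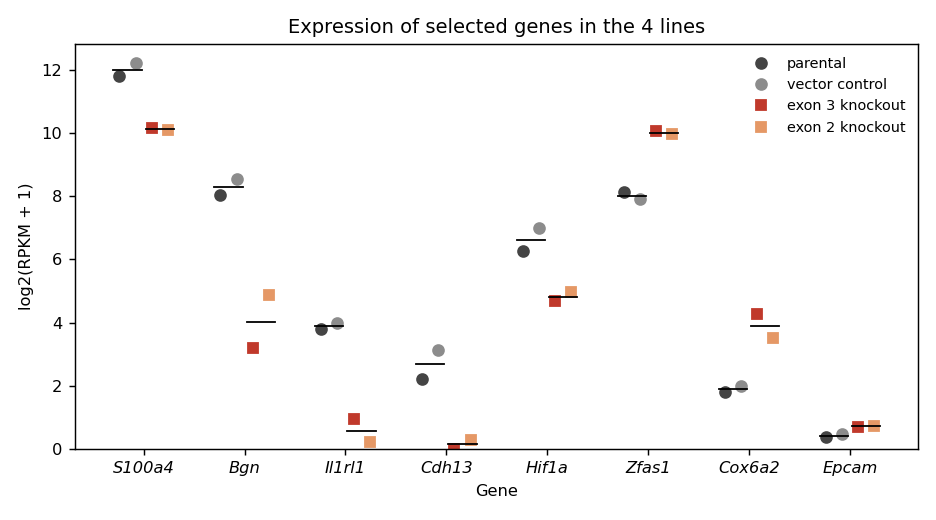
Expression of 8 genes in each library, as log2(RPKM + 1), with circles for the parental line and vector control, squares for the exon 3 and exon 2 knockouts, and a line at the mean of each group of 2. On the log2 scale S100a4 fell by 1.88 and remained among the most abundant of these genes in both knockouts, Bgn fell by 4.27, and Zfas1 rose by 1.99.

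The libraries were next compared in pairs to measure the background against which knockout changes are read. Between the vector control and the parental line, 927 of 10871 genes differed at least 2-fold, 363 higher and 564 lower in the vector control (Pearson's r across genes 0.929). Between the exon 2 and exon 3 knockouts, 543 genes differed at least 2-fold (r 0.965). The 4 comparisons of a knockout with a control gave 1129 genes (exon 2 against parental), 1497 (exon 2 against vector control), 1818 (exon 3 against parental) and 2164 (exon 3 against vector control). A 3-fold threshold lowered the counts most, to 330 between the controls and 102 between the knockouts. To ask whether the 2 guides gave a shared change, the exon 3 knockout was set against the vector control and the exon 2 knockout against the parental line, so that no library was used in both. The changes correlated across genes at r 0.334, where genes are not independent replicates. The GC and length correction moved this value most, to 0.234.

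In the comparison of both knockouts with both controls, limma called 2 genes at an adjusted p under 0.05, 0 higher and 2 lower, and 2076 genes had an unadjusted p under 0.05. The 2 genes were Bgn (biglycan) and Il1rl1 (an interleukin receptor). This count moved most with a robust prior, which called 285 genes, 43 higher and 242 lower. By the count without a test, 188 genes were at least 2-fold lower and 29 at least 2-fold higher in each knockout than in each control. The other splits of the same libraries gave 37 genes in both directions (parental line and exon 3 knockout against the rest) and 50 genes (parental line and exon 2 knockout against the rest). Among the alternatives that kept all 4 libraries, a 3-fold threshold moved the counts most, to 16 lower and 1 higher, and leaving out a library gave up to 823 lower and 235 higher genes.

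**Figure D2:**
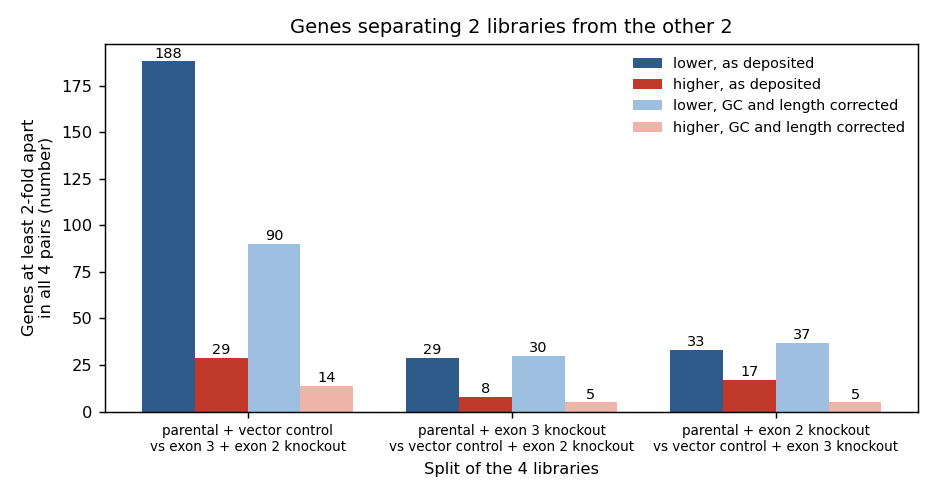
Number of genes at least 2-fold apart in all 4 pairs, for each of the 3 ways to split the 4 libraries into 2 and 2, as bars from 0 for genes lower or higher in the second pair of libraries, with RPKM as deposited and after correction for GC content and length. Knockouts against controls gave 188 lower and 29 higher genes as deposited and 90 and 14 after correction, and the other splits gave between 35 and 50 genes in both directions together.

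The libraries also differed along base composition. Across 10779 genes, the log2 change between knockouts and controls correlated with the GC content of the coding sequence at r 0.457 (Spearman's rho 0.484) and with log2 coding length at r -0.273. The median change was -0.67 in the octile of genes with the lowest GC content and 0.21 in the octile with the highest. The correlation with GC content was present in all 4 knockout and control pairs, from 0.204 to 0.514. It was also present between libraries of the same group, at -0.161 for the vector control against the parental line and -0.325 for the exon 2 against the exon 3 knockout. Genes lower in all 4 pairs had a median GC content of 47.9% and a median length of 2192 bases, and genes higher in all 4 pairs had 59.1% and 728 bases, against 53.0% and 1413 bases for all tested genes. After correction for GC content and length, 90 genes were lower and 14 higher in all 4 pairs, of which 59 and 9 were among the genes counted before correction. limma called 0 genes after that correction, with 1425 at an unadjusted p under 0.05.

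**Figure D3:**
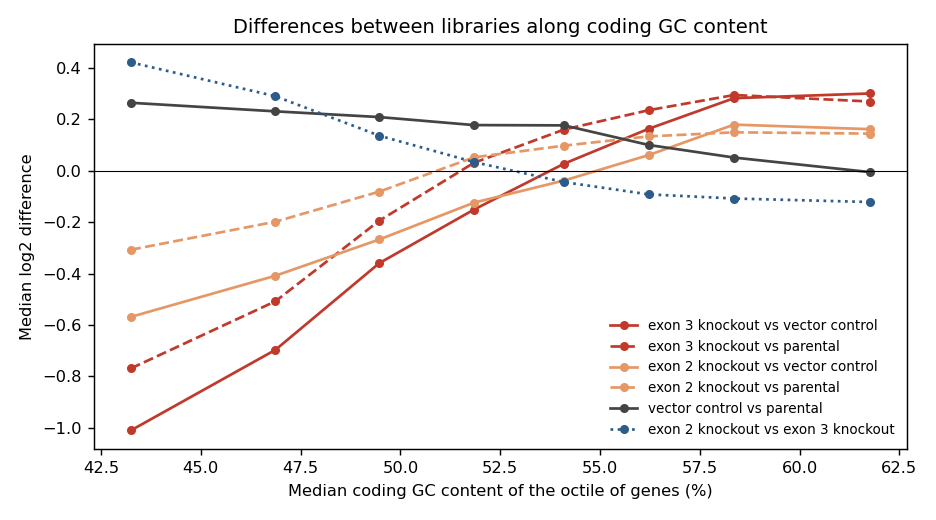
Median log2 difference between 2 libraries (vertical axis) for 8 octiles of genes ordered by coding GC content in percent (horizontal axis), with a line for each of the 6 pairs of libraries. All 4 lines of a knockout against a control rise from the lowest to the highest octile, from -1.01 to 0.30 for the exon 3 knockout against the vector control, and both lines within a group fall, from 0.42 to -0.12 for the exon 2 against the exon 3 knockout.

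The study names genes of the epithelial-mesenchymal transition (EMT), matrix metalloproteinases, matrix and adhesion genes, chemokines and a sulfatase, among others, as lower in the knockouts. Of these 19 genes, 18 had mean RPKM of at least 1, and Mmp3 was below that. All 18 had a negative log2 change, from -4.27 to -0.85 with a median of -1.35, and each was lower in all 4 pairs. The adjusted p in limma was under 0.05 for 1 gene when adjusted over all tested genes and for 18 when adjusted over the list alone. These genes had been picked from the same libraries, so the second count is no independent test. At least a 2-fold difference in all 4 pairs was met by 8 genes. Bgn, on chromosome X from 73483602 to 73495933, had RPKM of 264 and 375 in the parental line and vector control and 8.15 and 28.1 in the exon 3 and exon 2 knockouts, with a log2 change of -4.27 (SE 0.466, adjusted p 0.0133 in limma). Among the others, Cdh13 had a log2 change of -2.53 (SE 0.422), Col3a1 -2.14 (SE 0.407), Ccl2 -1.83 (SE 0.386), Mmp9 -1.51 (SE 0.412), Idh1 -1.33 (SE 0.295) and Itgb8 -1.23 (SE 0.375), with adjusted p from 0.0731 to 0.146 in limma. The EMT regulators Sox4, Met, Zeb2 and Etv1 were among the 10 genes that did not reach 2-fold in every pair. The GC and length correction moved the median of the list most, to -1.004, with all 18 genes still below 0. The change was smaller after correction for 13 of them. Itgb1 went from -0.98 to -0.22 and Met from -1.37 to -0.68, while Sox4 went from -1.15 to -1.37.

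The study further lists genes of the P53, apoptosis, Ras and Pi3k, Tgfβ, Wnt and hypoxia pathways as affected. All 22 genes had mean RPKM of at least 1. In the knockouts 20 were lower and 2 were higher, with a median log2 change of -1.13. The adjusted p in limma was under 0.05 for 0 of them over all tested genes and for 21 over the list alone, and 21 had an unadjusted p under 0.05. The study had picked these genes from the same libraries too, so the count over the list alone is no independent test. Bcl2l1 was higher by 1.25 (SE 0.355) and Fzd9 by 1.03 (SE 0.369) on the log2 scale. The lower genes that reached 2-fold in all 4 pairs were Hif1a (-1.81, SE 0.332), Pik3r3 (-1.63, SE 0.368), Cflar (-1.54, SE 0.333), Xiap (-1.39, SE 0.360), Kat2b (-1.36, SE 0.331) and Birc3 (-1.15, SE 0.332). After the GC and length correction the median of the list was -0.83 and 1 gene, Wisp1, was 2-fold lower in all 4 pairs, which none of the 6 genes above was. The change was smaller after correction for 19 of the 22 genes. Tgfbr1 went from -0.66 to -0.06, Sos2 from -1.01 to -0.22 and Pik3ca from -0.99 to -0.24, while Wisp1 went from -1.05 to -1.31, Jun from -0.91 to -1.22 and Traf1 from -1.12 to -1.29.

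**Figure D4:**
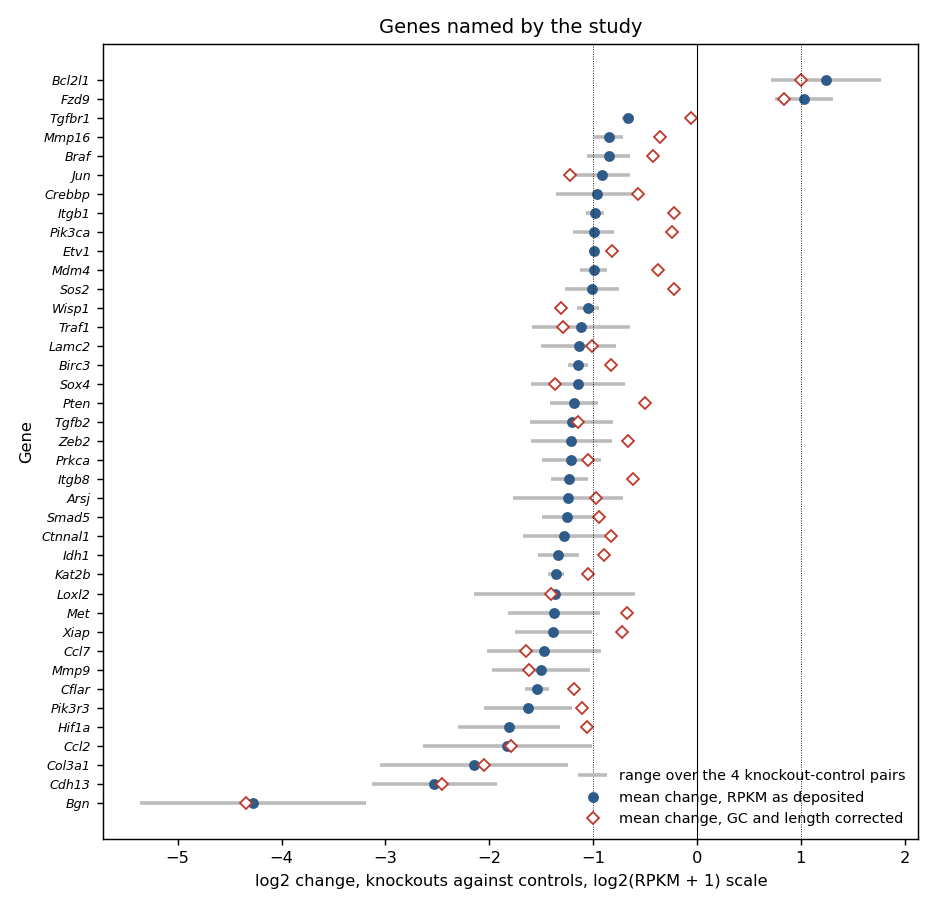
Log2 change in knockouts against controls (horizontal axis) for genes the study names as lower or as pathway genes, where mean RPKM was at least 1, with filled circles for RPKM as deposited, grey bars for the range over the 4 pairs and open diamonds for values after correction for GC content and length. All but Bcl2l1 and Fzd9 lie below 0, and the diamonds of Tgfbr1 (-0.06), Itgb1 (-0.22) and Sos2 (-0.22) lie close to 0.

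The study names Epcam, an epithelial marker, and Zfas1, a long non-coding RNA, as higher in the knockouts. Epcam (chromosome 17 from 87635979 to 87651129) had RPKM of 0.304 in the parental line, 0.374 in the vector control, 0.629 in the exon 3 knockout and 0.657 in the exon 2 knockout, which is below the expression filter. These values rest on 28 reads in the knockouts together and 9 reads in each control. An exact binomial test on the reads gave a two-sided p of 0.0458 against the parental line, 0.172 against the vector control and 0.0369 against both. This test compares these libraries and not the conditions. Zfas1, present under an older symbol, lies on chromosome 2 from 167062934 to 167065862. Its RPKM was 278 in the parental line, 239 in the vector control, 1061 in the exon 3 knockout and 998 in the exon 2 knockout. Its log2 change was 1.99 (SE 0.292, adjusted p 0.0731 in limma). It was 1.67 after correction for length, as it had no coding GC content to correct.

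Among all tested genes, those with the largest smallest change over the 4 pairs were Zfas1, Cox6a2, Pim1, Ptx3 and Fam195a among genes that rose and Bgn, Il1rl1, Aspn, Edil3 and Cdh13 among genes that fell. Cox6a2 (chromosome 7 from 128205435 to 128206387) rose from a control mean of 2.73 ± 0.312 RPKM (SD, n = 2) to 14.4 ± 5.63 (SD, n = 2). Pim1 (chromosome 17 from 29490753 to 29496112) rose from 6.76 ± 1.73 to 23.7 ± 0.961 (SD, n = 2 each). Ptx3 rose by 1.83 and Fam195a by 1.55 on the log2 scale. Il1rl1 (chromosome 1 from 40429570 to 40465415) had RPKM of 12.8 and 14.9 in the parental line and vector control and 0.934 and 0.154 in the exon 3 and exon 2 knockouts, with a log2 change of -3.31 (SE 0.381, adjusted p 0.0133 in limma). The log2 change was -2.68 for Aspn and -2.18 for Edil3. Of these genes, only Bgn and Il1rl1 had an adjusted p under 0.05 in limma, and neither did after the GC and length correction (adjusted p 0.253 for both). The corrected log2 change was -4.34 for Bgn and -2.76 for Il1rl1.

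Other members of the S100 family, many of which neighbour S100a4 on chromosome 3, were compared to see whether the change was limited to the edited gene. Of 17 listed genes, 10 had mean RPKM of at least 1, S100a4 included. Adjusted over all tested genes, 0 of the 10 had an adjusted p under 0.05 in limma, and over the list alone S100a4 had an adjusted p of 7.61e-04. S100a5, the nearest listed gene downstream of S100a4, changed by -0.42 (SE 0.402) and S100a6, next to it, by -0.20 (SE 0.318). S100a3, the nearest listed gene upstream, changed by 0.58 (SE 0.430), S100a7a by -0.42 (SE 0.363) and S100a10 by 0.21 (SE 0.299), and S100a10 was at -0.05 under quantile normalization. S100a1, S100a11, S100a13 and S100a16 had changes between -0.09 and 0.18, smaller than their SE, and all 4 changed sign under at least 1 alternative.

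The study measured growth of the same lines, so proliferation genes were compared. The median log2 change of 26 genes was -0.02, with 14 lower and 12 higher, and lay at percentile 16.4 among random lists matched on expression and at 55.8 among lists matched on expression, GC content and length. Adjusted over all tested genes, 0 of the 26 had an adjusted p under 0.05 in limma, 0 over the list alone, and 4 had an unadjusted p under 0.05. Without the parental line the median was -0.34, the value that moved most.

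The study lists genes of the EMT among those changed, so epithelial and mesenchymal genes were set against each other. Of the 18 epithelial genes listed, 2 (Krt8 and Krt18) had mean RPKM of at least 1, against 17 of 18 mesenchymal genes. The mean log2 change was 0.39 for the epithelial and -0.49 for the mesenchymal genes, a difference of -0.87. The difference was -0.34 and -1.93 for the exon 3 knockout against the parental line and vector control, and 0.18 and -1.40 for the exon 2 knockout. Between the vector control and the parental line it was 1.59, so the difference between groups was smaller than the spread between the controls. Taken alone, the 17 mesenchymal genes had a median change of -0.52, with 12 lower and 5 higher, and the median was negative in all 4 pairs, from -0.83 to -0.26. It lay at percentile 0.03 among random lists matched on expression and at 0.02 among lists matched on expression, GC content and length. The list shares 3 genes (Zeb2, Col3a1 and Loxl2) with the genes the study picked from these libraries as lower. The other 14 genes had a median of -0.39, with 9 lower and 5 higher, at percentiles 0.21 and 0.02 in the same order, and pair medians from -0.82 to -0.06. Adjusted over all tested genes, 0 of the 17 had an adjusted p under 0.05 in limma, 0 over the list alone, and 4 had an unadjusted p under 0.05. The mean change of these genes was -0.62 for the vector control against the parental line, larger in size than the -0.49 between the groups. Leaving out either control moved the difference between the panels most, to -0.08 without the vector control and -1.67 without the parental line.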

Values the study reported

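The study reported truncating mutations in 93.2 to 99.9% of the S100a4 transcripts of its knockout lines, from RNA-seq reads. It also reported loss of the S100a4 protein in these lines by Western blot, which transcript levels do not measure. It gave the length of the S100a4 protein as 101 amino acids. After tail vein injection of the knockout lines, it found no lung nodules up to day 200. For mice given the parental or vector control line it reported lower survival (n = 4).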

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

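The tests in this part were set before their results were seen. S100a1, S100a11 and S100a13 drew attention because the exon 3 and exon 2 knockouts moved in opposite directions from both controls. The difference between the knockouts was not tested against replicates, as each knockout has 1 library. S100a1 RPKM was 134 in the parental line, 185 in the vector control, 208 in the exon 3 knockout and 114 in the exon 2 knockout, a log2 ratio of exon 3 over exon 2 of 0.85. S100a13 RPKM was 29.4, 46.8, 55.2 and 22.7 in the same order, with a log2 ratio of 1.24. S100a11 went the other way, with RPKM of 153, 134, 105 and 172 and a log2 ratio of -0.70.

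Among all tested genes, 857 (7.88%) moved in opposite directions in this way, against 3 of the 10 S100 genes, and whether that share is in excess was not tested. Counting error was weighed with an exact binomial test of the reads of the knockouts, which gave a p of at most 2.58e-38 for the 3 genes. That test compares 2 libraries and cannot separate a guide from a cell line or a library, so the pattern cannot be told apart from a difference between single libraries. After correction for GC content and length, 2 of the 3 genes (S100a1 and S100a13) still moved in opposite directions and S100a11 did not. The correction changed the log2 ratio of S100a1 to 0.87, of S100a13 to 1.18 and of S100a11 to -0.50. Composition may account for part of the S100a11 difference. Genes in the GC octiles of S100a1 and S100a13 read higher in the exon 2 than in the exon 3 knockout. The medians were 0.14 and 0.03 on the log2 scale. S100a1 and S100a13 went the opposite way, which argues against GC content as the cause for these 2 genes. S100a1 and S100a13 are neighbours on opposite strands of chromosome 3, and overlap of their reads was not tested. A difference between the lines or the guides is a hypothesis that these libraries leave open.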

How the results depend on the processing

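The direction of the S100a4 change was negative in the 6 alternatives with both lines in each group, from -2.18 to -1.73 on the log2 scale. Under quantile normalization it was -2.18 and passed the threshold (adjusted p 0.0391 in limma), and the cause was not tested. The adjusted p in limma was 0.0891 with a pseudocount of 0.1, 0.137 with voom and 0.174 after median ratio scaling. It was 0.236 after the GC correction and 0.253 after the GC and length correction. The log2 change of S100a4 after the GC and length correction was -2.02. Across the 4 fits that each left out 1 library the change ran from -2.08 to -1.67. With 1 library left in a group, the change of a single gene is bounded by its 4 pair values, so these fits show no stability.

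The number of genes limma called depended on nearly every choice. Against 2 genes as reported, it called 1 with a pseudocount of 0.1, 0 after median ratio scaling (2120 at an unadjusted p under 0.05), 1 after quantile normalization, 0 without a filter (2132), 32 at mean RPKM of at least 5 (7 higher and 25 lower), 0 after the GC correction (1579), 0 after the GC and length correction (1425), 285 with a robust prior (43 higher and 242 lower) and 0 with voom on the recovered reads (2037). Without a trend it called 2. The counts at an unadjusted p stayed between 1425 and 2224 across these settings. The cause of the differences was not tested. The simulated libraries gave calls for 98.5% of genes changed 4-fold. Every simulated gene had the same spread between libraries, and genes with few reads were left unchanged. The simulation therefore cannot tell whether the number of libraries accounts for the low count.

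The counts of genes 2-fold apart in all 4 pairs, 188 lower and 29 higher as reported, were 330 and 44 with a pseudocount of 0.1, which raises the fold of genes with low RPKM. Quantile normalization gave 94 lower and 49 higher, and the GC correction 95 lower and 26 higher. The GC and length correction gave 90 lower and 14 higher, and a 3-fold threshold 16 and 1. The share of lower genes was 86.6% as reported, 75.7% after median ratio scaling and 65.7% after quantile normalization. It was 78.5% after the GC correction and 83.5% at mean RPKM of at least 5. It stayed near the reported share after the GC and length correction (86.5%), without a filter (86.7%) and with a pseudocount of 0.1 (88.2%). Quantile normalization shifted the median change of all genes by 0.118. Relative to that median, the genes the study named lower changed by -1.27 as reported and by -1.24 after quantile normalization. Leaving out one library, which leaves fewer pairs to satisfy, gave 351 to 823 lower genes and 102 to 235 higher genes.

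The median change of the genes the study named lower was negative under each alternative. It was -1.68 with a pseudocount of 0.1, -1.20 after quantile normalization, -1.20 after the GC correction, -1.004 after the GC and length correction, and from -1.41 to -1.19 across the 4 fits that each left out one library. The median of the proliferation genes, close to 0 as reported, was at 0.067 after the GC correction and 0.031 after the GC and length correction, and ran from -0.34 to 0.20 across the fits that left out one library. The panel difference ran from -1.67 to -0.08 across its alternatives, while 1 of the 4 pairs, the exon 2 knockout against the parental line, was at 0.18, so its sign is not stable. Median ratio scaling cannot move this difference.

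Genes 2-fold apart between the knockouts numbered 983 with a pseudocount of 0.1 and 102 at 3-fold, and between the controls 1254 and 330. The correlation of the knockout changes was 0.3001 with a pseudocount of 0.1, 0.283 after quantile normalization, 0.365 at mean RPKM of at least 5, 0.264 after the GC correction, 0.234 after the GC and length correction and 0.428 as Spearman's rho. It was positive in each of these settings.

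Of 57 named genes, 5 changed sign in at least 1 setting, all of them S100 genes with changes smaller than their SE. S100a1 was at 0.060 after median ratio scaling and 0.23 after the GC correction, and S100a10 at -0.047 after quantile normalization. S100a11 was at 0.0020 after median ratio scaling, 0.38 after the GC correction and 0.14 after the GC and length correction. S100a13 was at 0.026 after median ratio scaling and S100a16 at -0.15 after the GC and length correction. Median ratio scaling adds the same 0.0871 to the change of each gene, which accounts for the sign changes under that setting. The cause of the others was not tested. Another 11 values, of Bgn and Il1rl1, kept their direction and lost their adjusted p under 0.05. No paired analysis was possible because the replicate numbers follow the order of deposition and pair nothing. Depth limits Epcam, which rests on 9 reads in each control.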

Other observations

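In this part, the tests of composition, depth and length for the GC trend and the test of ribosomal protein genes against matched lists were chosen after the pattern was seen, and the other tests before. Genes of low GC content read lower in the knockouts (r 0.457 across genes, 20.9% of the variance of the change). A candidate explanation is sampling of fragments by GC content that differs from library to library. Libraries of one group also differed along GC content, at r -0.325 for the exon 2 against the exon 3 knockout, which is what such sampling would give. Depth alone would make the shallower vector control read higher in GC-rich genes than the parental line, and it read lower (r -0.161). With ribosomal protein genes, mitochondrial genes and the 50 most abundant genes left out, r was 0.462, but these 124 genes are too few to move r, so this does not test whether a few abundant genes account for the trend. Given coding length, the partial correlation was 0.454, so length does not account for the trend. The trend of the exon 2 knockout against the parental line (r 0.204) was smaller than that between the knockouts, and a biological difference in genes of low GC content cannot be told apart from library sampling here.

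The other splits of the libraries give a measure of chance. Of the 3 splits of the 4 libraries into 2 and 2, 1 gave as many genes 2-fold apart in all 4 pairs as the knockouts against the controls, which is the real split itself. With 3 splits this share cannot go under 0.333, so the count cannot be told apart from a chance pairing of lines by this test alone. The GC trend was not limited to the real split either, as the vector control and exon 2 knockout against the other libraries gave r -0.327.

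The genes the study named lower have a median GC content of 49.9% and a median length of 2249 bases, which by itself predicts lower values. Their median change lay at percentile 0 among 10000 random lists matched on expression, GC content and length, whose median was -0.26. Composition and length may account for part of the change, as the median went from -1.35 to -1.004 after correction. The list was drawn by the study from these libraries, so the percentile was bound to be low and does not test the direction.

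The proliferation genes moved both ways around a median of -0.02. Across these 26 genes the change correlated with GC content at r 0.725 (Spearman's rho 0.670), and at r 0.181 after the GC and length correction. Base composition may therefore set which proliferation genes read higher or lower in the knockouts, and a negligible median can hide opposite shifts of its members.

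Ribosomal protein genes rose together with Zfas1. Of 80 genes, 78 were higher in the knockouts with a median log2 change of 0.62, and 34 had an unadjusted p under 0.05, with 0 past an adjusted p of 0.05 in limma. The number higher was 79 after median ratio scaling, 78 after quantile normalization and 77 after the GC and length correction, where the median was 0.45. Their median lay at percentile 100 among lists matched on expression, GC content and length. These properties together may account for part of the rise and do not account for all of it. After the GC correction alone the median was 0.65, with 79 genes higher. Relative to the median of all genes it was 0.64, against 0.69 as reported, which argues against GC content as the main cause. Zfas1 changed by 1.67 after correction, but it has no coding GC content, so GC-dependent sampling cannot be ruled out for it. Reads shared with ribosomal protein pseudogenes were not tested. A shared rise of both in the knockouts is a hypothesis. For the ribosomal protein genes, GC content and length do not account for all of the rise. GC-dependent sampling of Zfas1 and reads shared with pseudogenes remain open.

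The exon 2 knockout is labelled 308 and the other lines 307. If the exon 2 knockout was made from another cell line, it should have more genes present or missing in it alone than any other library. It had 7 such genes, 0 present alone and 7 missing alone, against 7 in the parental line, 5 in the exon 3 knockout and 24 in the vector control. By this count the exon 2 knockout did not stand out, while the vector control, labelled 307, did. How many such genes another origin would give was not tested, so the counts cannot decide the origin of the exon 2 knockout. They do not exclude a sister line of the same tumor or a line from another tumor.

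The vector control and the parental line differed in more genes than the knockouts did from each other (927 against 543). Col1a1 had RPKM of 670 in the parental line, 6.93 in the vector control, 54.3 in the exon 3 knockout and 24.2 in the exon 2 knockout. Krt18 had RPKM of 60.2, 6.10, 27.3 and 19.1 in the same order. For both genes the knockouts lay between the controls. No biological explanation was tested for these differences.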
